A study of Mus musculus with 4 samples. Its data were reported in "Transcriptional heterogeneity of ventricular zone cells in the ganglionic eminences of the mouse forebrain" (2022).

How the data were processed

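Single-cell RNA sequencing counts were used from 4 droplet (10x Genomics) libraries of wild-type mouse forebrain at embryonic day 12.5, with 1 library each from the dorsal cortex (CTX), the lateral ganglionic eminence (LGE), the medial ganglionic eminence (MGE) and the caudal ganglionic eminence (CGE). The labels describe cells sorted for live ones, the methods of the study describe wild-type cells as not sorted, and this was not settled, so the shares of cells may reflect a sorting step. Each library came from tissue pooled over embryos, and each region had 1 library, so there were no replicates of a region. The values deposited by the authors were raw UMI counts (unique molecular identifiers) per gene and cell barcode, made with Cell Ranger 3.0.2 per the file headers, with default parameters and alignment to mm10 as the authors describe. The values were whole numbers, and every barcode held at least 500 UMIs. No filter on genes per cell, on the mitochondrial share or on doublets had been applied to them. The annotation release behind the counts was not stated. Gene positions were therefore taken from GENCODE M21 on GRCm38 (mm10) by gene ID, which matched 42462 of 43346 features. Whether reads were counted by strand was not stated either, so the counts of overlapping genes are uncertain.

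The labels and the methods of the study were read before the data were examined, and the tests, filters, lists of genes and alternatives were fixed at that time unless stated otherwise. Barcodes were kept with more than 1500 and fewer than 4500 detected genes, a mitochondrial share of UMIs below 5% and a share of Hbb genes below 1%. Doublets were scored for each library by simulating sums of cell pairs and counting simulated neighbours, and the highest scores were removed at a rate of 0.8% per 1000 barcodes. Shares of cells with a UMI of a gene were computed after each cell had been thinned at random to 3000 UMIs, and cells below that depth were left out of those shares. Cells were called non-neural when they held at least 3 genes of a list for endothelial cells, for pericytes or mesenchyme, or for microglia or macrophages. They were kept, apart from an alternative that removed them. These lists found 40 such cells in CTX, 14 in LGE, 22 in MGE and 5 in CGE among the kept cells.

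Gates were set on ln(1 + UMIs per 10000) and followed the genes named by the study. The limit for Nes and Dcx, and that for Mki67 and Ccnd2, were those of its methods. It calls cells negative for the other genes with no limit given, and the limit of 0.5 on Mapt, Rbfox3, Nes, Hes5 and Ccnd1 was chosen here. High-Nestin cells had Nes above 1.5 and high-Dcx cells had Dcx above 1.5, which corresponds to 348 counts-per-million (CPM). Cells of the ventricular zone class (VZ) were the high-Nestin cells. Cells of the mitotic subventricular zone class (SVZ) had Dcx above 1.5, Mki67 and Ccnd2 above 0.5, and Mapt and Rbfox3 below 0.5. Cells of the mantle zone class (MZ) had Dcx above 1.5 and Nes, Hes5, Mki67, Ccnd1 and Ccnd2 below 0.5. Cells that met both the VZ and the SVZ gate were left out of the class test, 31 in LGE, 10 in MGE and 3 in CGE. The genes that define a gate were not reported as results of the class test.

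No test was made between regions, because cells of 1 library are not replicates. Shares carry exact Clopper-Pearson 95% intervals, and CPM and their ratios carry exact Poisson 95% intervals. All of these cover counting error only, not the spread between embryos, dissections or libraries. A count of 0 is given with the limit that 3 counts would set. The distance between the summed profiles of a pair of libraries was the median absolute log2 ratio of CPM (pseudocount 1) over genes at 50 or more CPM in either profile. Both sums were thinned to the same total in 10 draws, intervals came from 100 bootstraps over cells, and the same measure was taken for random splits of the cells of 1 library into equal parts. Such splits show counting and sampling noise alone, and separate libraries of the same region would be expected to lie above them. For neighbour mixing, each library was drawn down to 3185 cells. The 2000 most variable genes were used, the mitochondrial and ribosomal shares were regressed out, and 30 principal components gave the 20 nearest neighbours of each cell. Libraries were not integrated. Mixing was the observed share of neighbours from the other library over the share expected by chance, with intervals from 1000 bootstraps over cells, and clusters came from the Leiden method at resolution 1.0.

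Genes enriched in VZ, SVZ or MZ cells were tested with edgeR (quasi-likelihood test) on 9 sums, 1 for each class in each of the LGE, MGE and CGE libraries, with the library as a block. Each class was set against the mean of the other two, with TMM normalization, the filterByExpr filter, Benjamini-Hochberg adjustment over 11688 genes, and thresholds of 0.05 on the adjusted p-value and 0.25 on the log2 fold change. The sums of the 3 libraries were the replicates of the class comparison, while the cells behind the classes were picked by gates on the same data.

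Named genes followed a rule written in advance. It took lists of genes from the text of the study, the 5 genes with the largest ratio of CPM to the highest other library among genes at 50 or more CPM, for each library and cell class, and the 5 genes with the largest log2 fold change for each class of cells among those past both thresholds, at 50 or more CPM in that class and higher in each of the 3 libraries. Mitochondrial and haemoglobin genes, Xist, Tsix and genes of chromosome Y were not eligible for the lists by ratio. They were also left out of the variable genes, but not of the profile distances. The text prints part of these lists and gives the number of genes covered.

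The alternatives changed 1 choice at a time. They were a lower limit of 1000 genes, no upper gene limit, a mitochondrial limit of 10%, no doublet removal, removal of non-neural cells, gates at 1.0 and at 2.0, thinning of all cells to 3000 UMIs, cells at their own depth for the shares with a UMI, means of CPM per cell, a minimum of 200 CPM and a pseudocount of 10 CPM. For mixing and clusters they were 50 neighbours, 15 components, 1000 variable genes, no cell-cycle genes, and resolutions of 0.5 and 2.0. For the class test they were DESeq2, RLE factors, no filter on low counts, no library block, any positive log2 fold change, and each library left out in turn. A pair of alternatives for the profile distances was chosen only after the data had been seen, namely the same number of cells per library and high-Dcx profiles thinned to the total of the high-Nestin profiles.

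The statistics were tested on simulated data with known answers. In simulated sums for VZ against the mean of SVZ and MZ, 97 of 100 raised genes were called, 7 unchanged genes were called, and the median log2 fold change of the raised genes was 1.51 where 1.5 had been simulated. The profile distance returned 0.0218 where no difference was simulated and 0.213 where 0.202 was expected. The doublet score placed 78.3% of 60 simulated doublets among 120 top scores of 1260 cells. Mixing was insensitive to small shifts of 200 genes. With 200 genes drawn at random and changed between simulated libraries, it was 0.995 without a change, 0.996 at 2-fold, 0.443 at 4-fold and 0.0445 at 16-fold. With the 200 genes of the highest level it was 0.989 at 2-fold, 0.797 at 4-fold and 0.0179 at 16-fold. A 2-fold change of 200 genes thus left mixing near 1 in the simulated libraries.

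Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. The reporter mouse libraries and the in situ hybridisation images of the study were not analysed here.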

Results

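Droplet single-cell RNA sequencing measured gene expression as UMI counts in cells dissociated from the embryonic mouse forebrain. The dorsal cortex (CTX), where excitatory neurons arise, and the lateral (LGE), medial (MGE) and caudal (CGE) ganglionic eminences, the ventral swellings where inhibitory neurons arise, each gave 1 library. There were no replicates of a region, and all intervals cover counting error only. The CTX library held 6953 barcodes and 45666127 UMIs, the LGE library 6704 barcodes and 46461868 UMIs, the MGE library 6235 barcodes and 49794765 UMIs, and the CGE library 4301 barcodes and 31451467 UMIs. After the filters 3525 cells with 29824980 UMIs were left in CTX, 4656 with 35742773 UMIs in LGE, 4724 with 37245123 UMIs in MGE and 3185 with 23358412 UMIs in CGE. The median depth of the kept cells was 8243 UMIs in CTX, 7108 in LGE, 7210 in MGE and 6957 in CGE. The filter that removed most barcodes was the lower gene limit, which took 40.4% of the CTX barcodes, 22.6% in LGE, 14.3% in MGE and 16.3% in CGE. Predicted doublets numbered 228 in CTX, 275 in LGE, 265 in MGE and 122 in CGE.

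A first question was how many cells of each region were progenitors with much Nes, a marker of the ventricular zone, or cells with much Dcx, which include young neurons and dividing cells. High-Nestin cells made up 25.5% [24.1–27.0] of 3525 kept cells in CTX, 14.1% [13.1–15.1] of 4656 in LGE, 11.3% [10.4–12.2] of 4724 in MGE and 5.56% [4.79–6.41] of 3185 in CGE. High-Dcx cells made up 22.7% [21.3–24.1] in CTX, 45.5% [44.1–46.9] in LGE, 47.0% [45.6–48.4] in MGE and 72.2% [70.6–73.7] in CGE, and the LGE and MGE intervals overlapped. Thinned to 3000 UMIs per cell, the high-Nestin shares were 16.1%, 9.24%, 8.17% and 4.30% in the same order, and the high-Dcx shares 13.9%, 31.2%, 34.5% and 55.7%. At 3000 UMIs both gates need 2 UMIs, a level above 348 CPM, so they are stricter there by construction. The thinned shares left out 61 CTX, 88 LGE, 74 MGE and 44 CGE cells of lower depth. The gate moved these values most, and a cutoff of 1.0 instead of 1.5 raised the CTX high-Nestin share to 45.4%. A cutoff of 2.0 changed the order of LGE, then at 3.69% [3.17–4.28], and MGE, then at 4.83% [4.23–5.48]. Cells past both gates numbered 17 in CTX, 75 in LGE, 26 in MGE and 16 in CGE.

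**Figure D1:**
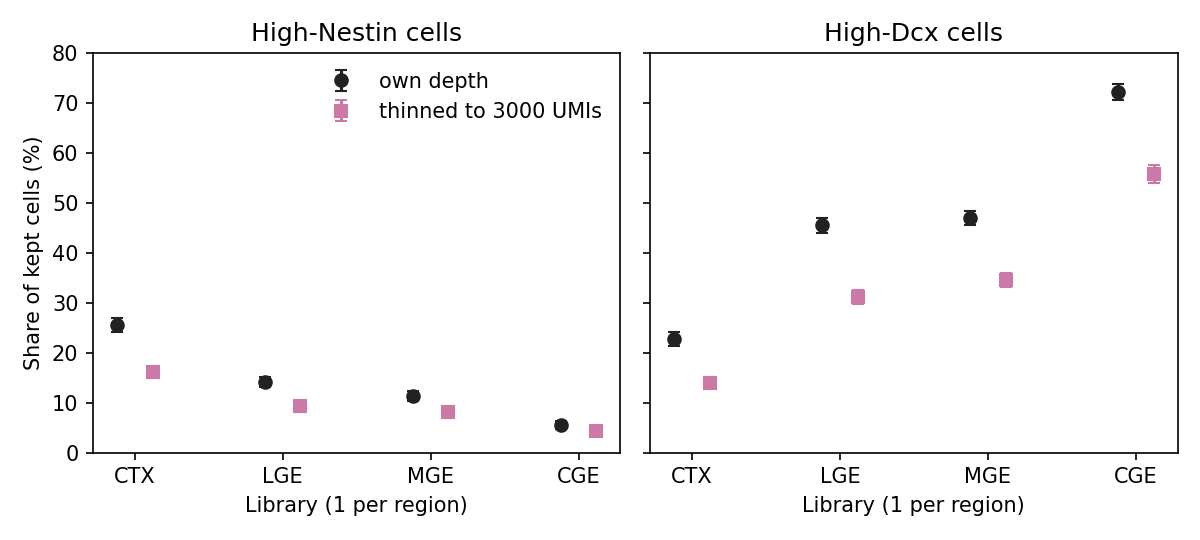
Share of kept cells (%) past the high-Nestin gate and past the high-Dcx gate in each library, with cells at their own depth (black circles) and thinned to 3000 UMIs (pink squares), and exact 95% intervals as bars. The high-Nestin share was highest in CTX at 25.5% and the high-Dcx share was highest in CGE at 72.2%.

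The next comparison asked how far the regions differ within high-Nestin cells and within high-Dcx cells. Profiles of high-Nestin cells, each of 706802 UMIs, lay at a distance of 0.208 [0.200–0.216] for LGE and MGE, 0.223 [0.212–0.234] for LGE and CGE, and 0.226 [0.216–0.237] for MGE and CGE, in median absolute log2 ratio of CPM. The CTX profile lay farther away, at 0.267 [0.257–0.275] from LGE, 0.272 [0.263–0.283] from MGE and 0.289 [0.278–0.299] from CGE. Random splits of the cells of 1 library into equal parts, which carry no difference between libraries, gave 0.154 for CTX, 0.154 for LGE, 0.158 for MGE and 0.166 for CGE. Thinning each cell to 3000 UMIs moved these distances most, and that between LGE and MGE became 0.362, with fewer UMIs per profile. For high-Dcx cells, with 3042402 UMIs per profile, the distance was 0.185 [0.179–0.191] for LGE and MGE, 0.235 [0.226–0.243] for LGE and CGE, and 0.192 [0.183–0.201] for MGE and CGE. It was 0.271 between CTX and LGE, 0.280 between CTX and MGE and 0.285 between CTX and CGE, while random splits gave from 0.0730 to 0.0750. Thinning each cell to 3000 UMIs gave 0.252 for LGE and MGE, again with fewer UMIs per profile. The high-Nestin and high-Dcx values are not comparable as they stand, because their UMI totals differ. At the same 706802 UMIs per profile, a setting chosen after the data had been seen, the high-Dcx distances were 0.25 for LGE and MGE, 0.293 for LGE and CGE, and 0.254 for MGE and CGE, beside random splits from 0.152 to 0.155. High-Dcx cells also differ in stage between libraries. They include 385 SVZ and 561 MZ cells in LGE, 206 and 844 in MGE, and 70 and 1205 in CGE, so their distances mix stage with region. With 1 library per region, the distance between separate libraries of the same region is not known, so the share of these distances that is due to region was not measured.

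**Figure D2:**
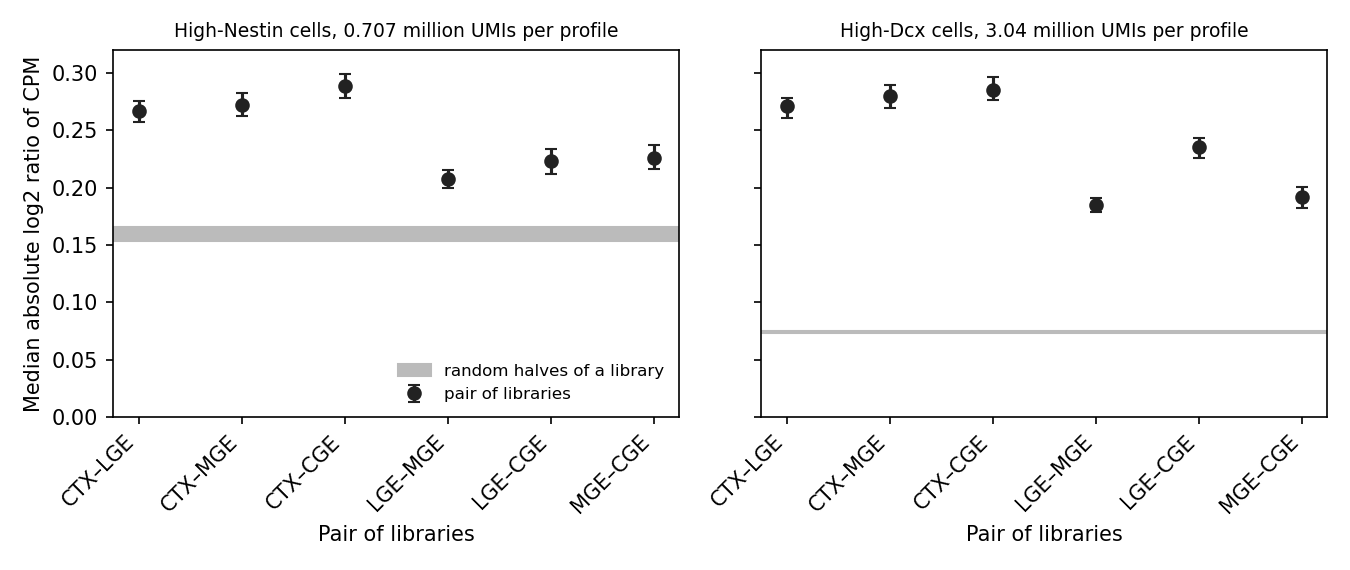
Median absolute log2 ratio of CPM between the summed profiles of each pair of libraries for high-Nestin cells (706802 UMIs per profile) and high-Dcx cells (3042402 UMIs per profile), with 95% bootstrap intervals over cells. The grey band is the range of random splits of a single library, which shows the counting and sampling noise within a library and not the spread between libraries of 1 region.

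Across all kept cells, neighbour mixing asked whether cells of different regions resemble each other more than cells of their own region. A value of 1 would mean that libraries mix by chance. Mixing was 0.452 [0.435–0.471] for MGE and CGE, 0.264 [0.249–0.277] for LGE and CGE, and 0.216 [0.203–0.229] for LGE and MGE. It was 0.0333 [0.0270–0.0403] for CTX and CGE, 0.0252 [0.0207–0.0303] for CTX and LGE, and 0.0105 [0.00760–0.0137] for CTX and MGE. Of the 20 nearest neighbours of a cell, 98.7% came from its own library in CTX, 88.4% in LGE, 82.7% in MGE and 80.1% in CGE. The alternative that moved mixing most was thinning to 3000 UMIs, which gave 0.425 for LGE and CGE. Region and library coincide, so a difference between libraries and one between regions were not separated. Clustering gave 25 clusters, of which 14 took at least 80% of their cells from 1 library, and at resolution 2.0 it was 23 of 37. An MGE-interneuron-like cluster, with 5 of 5 markers of its list raised, held 606 CGE, 299 MGE, 154 LGE and 55 CTX cells. MGE–CGE mixing was not computed without this cluster, so its high value does not show a general likeness of these regions. Among high-Nestin cells the MGE–CGE distance, at 0.226, was not the lowest of the eminence pairs. A microglia-like cluster, with 6 of 6 markers of its list raised, held 9 CTX, 4 LGE, 5 MGE and 3 CGE cells. A Cajal-Retzius-like cluster, with 5 of 5 markers raised, took 87.8% of its 41 cells from CTX.

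**Figure D3:**
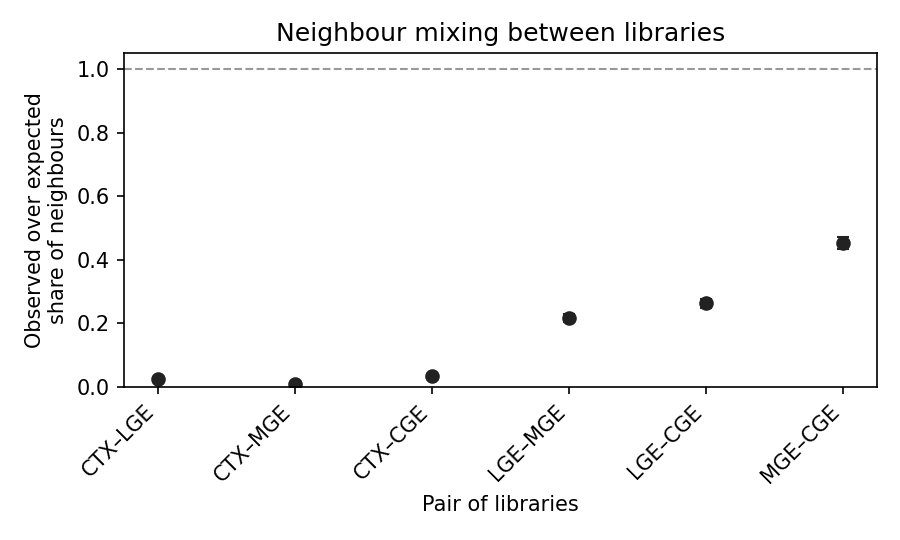
Observed over expected share of nearest neighbours from the other library for each pair of libraries, with 95% bootstrap intervals over cells and a dashed line at 1, the value of chance mixing. MGE and CGE cells mixed most, at 0.452, and CTX and MGE cells least, at 0.0105.

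The class comparison asked which genes mark the ventricular zone, the dividing subventricular zone and the mantle in all 3 eminences. It set VZ cells (625 in LGE, 524 in MGE, 174 in CGE), SVZ cells (385, 206 and 70) and MZ cells (561, 844 and 1205) against each other on 9 sums. Of 11680 genes tested outside the 8 gate genes, 3491 were enriched in VZ cells, 1607 in SVZ cells and 3558 in MZ cells. In all 3 libraries 3457 of the VZ genes, 1566 of the SVZ genes and 3524 of the MZ genes were higher in their class. The biological coefficient of variation was 0.125. Thinning to 3000 UMIs lowered these counts most, to 2182 VZ, 817 SVZ and 2251 MZ genes. The SVZ count rested in part on LGE and was 1039 without it. The SVZ gate requires Mki67 and Ccnd2, so it selects cycling cells, and the SVZ genes include those of the cell cycle.

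Genes were named for each class from candidates past both thresholds, at 50 or more CPM in the class and higher in 3 of 3 libraries, with gate genes left out, and in VZ and MZ cells some genes below that level had larger fold changes. Hes1 (ENSMUSG00000022528.7, chromosome 16, 30064384–30067796, GRCm38) had the largest log2 fold change among the 1448 candidates for VZ cells, 6.85 with a standard error of 0.262 and an adjusted p of 1.02e-07 in edgeR, and it was higher in 3 of 3 libraries. Sparc (ENSMUSG00000018593.8, chromosome 11, 55394500–55423183) followed with 6.46 (standard error 0.131, adjusted p 3.74e-09). The next of the 5 largest were Ptx3 at 6.28, Slc1a3 at 6.06 and Vcam1 at 5.87. Ptx3 lies within the span of Veph1 on chromosome 3, so its counts are uncertain. Among the 1063 candidates for SVZ cells the largest were Pif1 (ENSMUSG00000041064.9, chromosome 9, 65587160–65595967) with 4.69 (standard error 0.172, adjusted p 5.78e-08) and Hmmr (ENSMUSG00000020330.12, chromosome 11, 40701395–40733422) with 4.47 (standard error 0.183, adjusted p 1.12e-07), ahead of Kif2c at 4.34, Aspm at 4.18 and Kif14 at 4.17. Among the 1507 candidates for MZ cells they were Gria1 (ENSMUSG00000020524.12, chromosome 11, 57011387–57330244) with 7.18 (standard error 0.237, adjusted p 1.33e-08) and Sst (ENSMUSG00000004366.3, chromosome 16, 23889573–23890958) with 7.07 (standard error 0.499, adjusted p 1.42e-06), ahead of Tac1 at 6.10, Nxph1 at 5.64 and Ebf1 at 5.56. All 15 were higher in 3 of 3 libraries.

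Region by region, the named genes were compared by their CPM over all kept cells. Of 42 genes, 30 came from the written lists and 12 were picked for the size of their ratio alone. The highest library was set against the next by construction, so a ratio above 1 is no finding in itself. Its interval lay above 1 for 30 of the 30 listed genes. The highest level was in CTX for 14 of the 42 genes, in LGE for 10, in MGE for 8 and in CGE for 10. Emx1 (ENSMUSG00000033726.8, chromosome 6, 85187438–85204462) stood at 191 CPM in CTX and 4.80 CPM in CGE, a ratio of 39.8 [33.02–48.4]. Neurod6, another of the CTX genes, stood at 503 CPM in CTX, 4.81 CPM in LGE and 18.6 CPM in CGE, and had 1 UMI in MGE. Pax6 stood at 187 CPM in CTX, 46.1 CPM in LGE, 0.913 CPM in MGE and 79.2 CPM in CGE. Aldh1a3 (ENSMUSG00000015134.10, chromosome 7, 66390890–66427517) stood at 74.1 CPM in LGE and had 6 UMIs in CTX, 3 in MGE and 3 in CGE, a ratio to CTX of 368 [169–1004]. Nkx2-1 (ENSMUSG00000001496.11, chromosome 12, 56531958–56536908) stood at 789 CPM in MGE and 52.9 CPM in CGE, a ratio of 14.9 [14.1–15.8]. Lhx8 (ENSMUSG00000096225.4, chromosome 3, 154306294–154330659) stood at 246 CPM in MGE and 7.50 CPM in LGE, a ratio of 32.8 [29.1–37.2]. It had 0 UMIs in CTX, so the MGE level was at least 2447-fold higher. Nr2f2 (ENSMUSG00000030551.9, chromosome 7, 70351944–70366735) stood at 587.5 CPM in CGE and 69.5 CPM in MGE, a ratio of 8.45 [8.11–8.82]. The pseudocount moved the log2 ratios most, and a pseudocount of 10 CPM took that of Aldh1a3 in high-Dcx cells, LGE over MGE, from 6.96 to 3.82.

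Ccnd2 stood at 631 CPM in CTX, 1256 CPM in LGE, 563 CPM in MGE and 241 CPM in CGE. Gad2 stood at 4.12, 441, 288 and 394 CPM in the same order. Meis2 stood at 708 CPM in CTX, 1983 CPM in LGE, 234 CPM in MGE and 704 CPM in CGE. Meg3, Ina and Nr2f1 were highest in CGE, at 2641, 643 and 1434 CPM. Hes5 stood at 269 CPM in CTX and 251 CPM in MGE, and without the upper gene limit the order of these libraries reversed, with a log2 ratio of -0.16 instead of 0.10.

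Within high-Nestin cells of the eminences the question was which genes set apart the progenitors of each. Of 32 named genes, 11 were picked by ratio alone. Among the 21 listed genes, ratios of the highest to the next library had intervals above 1 for 19, and not for Gadd45g at 1.045 [0.928–1.18] and Mt3 at 1.07 [0.997–1.16]. Shisa2 (ENSMUSG00000044461.5, chromosome 14, 59625308–59631660) stood at 141 CPM in LGE, 11.97 CPM in MGE and, with 4 UMIs, 2.55 CPM in CGE, and its ratio of LGE to MGE was 11.8 [9.05–15.5]. Nkx2-1 stood at 558 CPM in MGE and 33.1 CPM in CGE, a ratio of 16.9 [12.8–22.6]. Asb4 (ENSMUSG00000042607.11, chromosome 6, 5383386–5433022) was 3.63 times as high in MGE, at 148.5 CPM, as in LGE. Nr2f2 stood at 402 CPM in CGE and 47.7 CPM in MGE, a ratio of 8.43 [7.26–9.81]. Fabp7 (ENSMUSG00000019874.7, chromosome 10, 57784881–57788450) stood at 6426 CPM in CGE, 1547 CPM in MGE and 1500 CPM in LGE, with a ratio of CGE to MGE of 4.15 [4.03–4.28]. Igfbp5 was 4.31 times, Wnt7b 4.71 times, Lrp4 10.8 times and Veph1, whose span holds Ptx3, 7.35 times as high in CGE as in the next library. Nkx6-2 stood at 27.5 CPM in MGE and 14.4 CPM in LGE, but its log2 ratio of 0.88 became -0.011 without the upper gene limit. That of Npy, MGE over CGE, went from 1.93 to 0.14 when cells were thinned to 3000 UMIs.

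Within high-Dcx cells LGE, MGE and CGE were compared with each other and CTX was left out. The mix of SVZ and MZ cells among them differed between these libraries, so the ratios mix stage with region. Of 34 named genes, 6 were picked by ratio alone. Among the 28 listed genes, the ratio to the next of these libraries had an interval above 1 for 27, and not for Dlk2 at 1.38 [0.735–2.67]. Aldh1a3 stood at 132 CPM in LGE and had 1 UMI in MGE and 1 in CGE, a ratio to MGE of 1963 [352–77563]. Zfp503 (ENSMUSG00000039081.9, chromosome 14, 21983959–21989601) stood at 263 CPM in LGE and 45.5 CPM in CGE, a ratio of 5.79 [5.35–6.27]. Ebf1 (ENSMUSG00000057098.10, chromosome 11, 44617317–45008091) was 4.44 times as high in LGE, at 556 CPM, as in CGE. Lhx8 stood at 319 CPM in MGE and 14.5 CPM in LGE, a ratio of 22.0 [19.2–25.3], and Nkx2-1 at 643 CPM in MGE and 42.1 CPM in CGE, a ratio of 15.3 [14.1–16.5]. Lhx6 (ENSMUSG00000026890.15, chromosome 2, 36081953–36105408) stood at 381 CPM in MGE, 83.8 CPM in CGE and 28.3 CPM in LGE, with a ratio of MGE to CGE of 4.54 [4.28–4.82]. Nr2f2 stood at 647 CPM in CGE and 94.3 CPM in MGE, a ratio of 6.87 [6.49–7.27], and Cxcl14 (ENSMUSG00000021508.10, chromosome 13, 56288643–56296551) at 78.1 CPM in CGE and 12.3 CPM in LGE, a ratio of 6.35 [5.44–7.47]. Sst was highest in CGE at 438 CPM, with 178 CPM in LGE and 67.9 CPM in MGE, while Npy was highest in MGE at 420 CPM, with 107 CPM in LGE and 137 CPM in CGE. Mapt stood at 713 CPM in CGE, 295 CPM in LGE and 253 CPM in MGE, and in MZ-gated cells the CGE level was still 1.86 times the mean of LGE and MGE.

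Shares of high-Dcx cells with a UMI of lineage genes asked which lineages each region held. Of 785 CTX, 2075 LGE, 2167 MGE and 2263 CGE cells thinned to 3000 UMIs, with 14, 43, 53 and 35 cells left out for lower depth, Neurod6 or Neurod2 was found in 92.4%, 1.06%, 0% and 3.93%. The count of 0 in MGE allows a share of up to 0.138%. Gad2 or Dlx5 was found in 5.73%, 93.5%, 91.7% and 86.4% in the same order. Lhx6 was found in 3.44% [2.28–4.97] of CTX, 6.27% [5.26–7.40] of LGE, 63.3% [61.2–65.3] of MGE and 18.0% [16.4–19.6] of CGE cells, and Lhx6 with Sst or Npy in 2.68%, 4.48%, 24.6% and 8.13%. Ebf1 with Mapt and without Sp9 was found in 0.382% of CTX, 13.2% of LGE, 3.28% of MGE and 4.90% of CGE cells. At their own depth, all high-Dcx cells gave for Neurod6 or Neurod2 93.0%, 1.18%, 0.0450% and 4.61%, and for Gad2 or Dlx5 7.38%, 98.3%, 98.5% and 94.1%. They gave for Lhx6 5.38%, 8.69%, 82.2% and 26.9%, for Lhx6 with Sst or Npy 4.51%, 6.23%, 37.7% and 14.4%, and for the Ebf1 set 1.25%, 18.0%, 3.56% and 5.92%. The value for Lhx6 in MGE, 82.2% against 63.3%, moved most.

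As background the same shares were taken in high-Nestin cells of the same libraries, 871 in CTX, 634 in LGE, 529 in MGE and 172 in CGE, with 28, 22, 5 and 5 cells left out. The median depth before thinning was 8543, 8293, 9772 and 9215 UMIs in these cells and 8013, 6489, 6400 and 6806 UMIs in the high-Dcx cells. Neurod6 or Neurod2 was found in 12.3% of them in CTX, 0.158% in LGE, 0% in MGE and 0.581% in CGE. Gad2 or Dlx5 was found in 0.574%, 30.0%, 15.1% and 15.1%, and Lhx6 in 0.230%, 0%, 6.81% and 1.16%, where the 0 in LGE allows up to 0.473%. Lhx6 with Sst or Npy was found in 0.230%, 0%, 1.51% and 0.581%. The Ebf1 set was found in 0.115% in CTX, 0.631% in LGE, 0% in MGE, which allows up to 0.567%, and 0% in CGE, which allows up to 1.74%. In CTX high-Dcx cells the Ebf1 set, at 0.382%, was not told apart from background. Outside MGE, high-Dcx cells with Lhx6 carried Sst or Npy at least 3.42 times as often as those without. In CGE cells with Neurod6 or Neurod2 at their own depth, genes highest in CTX were compared with their level in such CTX cells. Emx1 stood at 56.1%, Fezf2 at 19.3%, Eomes at 20.6% and Aldoc at 0% of that level.

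**Figure D4:**
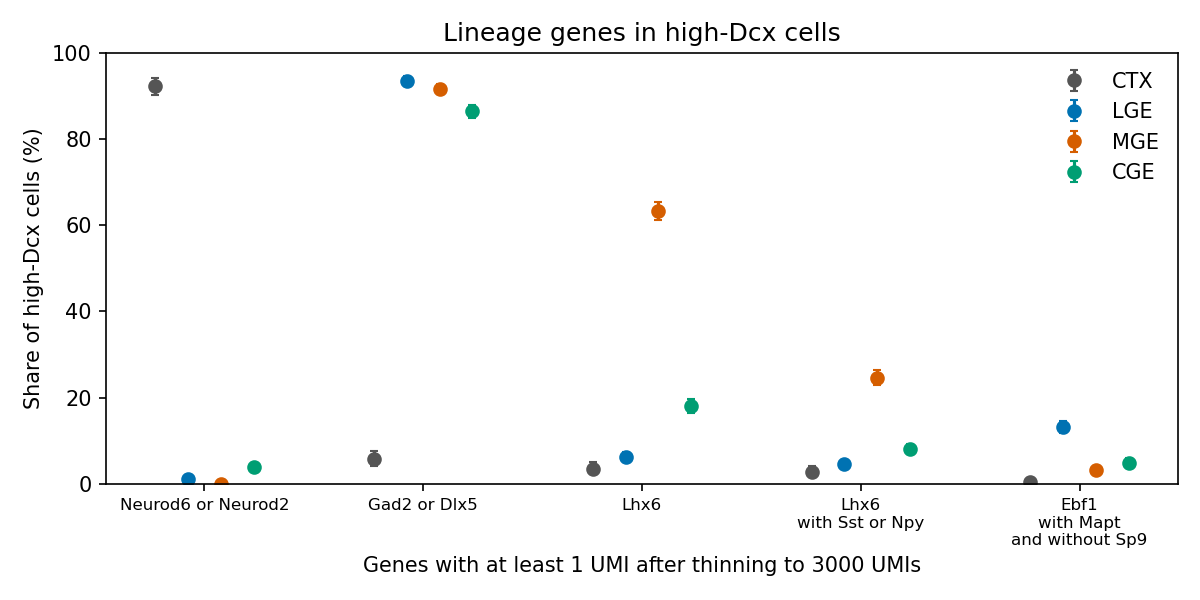
Share of high-Dcx cells (%) with UMIs of each set of lineage genes, by library (colours), in cells thinned to 3000 UMIs, with exact 95% intervals. Lhx6 was found in 63.3% of MGE cells and 18.0% of CGE cells, and Neurod6 or Neurod2 in 92.4% of CTX cells.

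Pairs of genes within 1 library were compared by the level of the second gene in cells with and without a UMI of the first, to ask whether they share cells. The levels are CPM of the summed cells. In 499 high-Dcx CGE cells with Rmst against 1799 without, Nr2f1 was at 0.897 [0.869–0.926] and Nr2f2 at 0.881 [0.840–0.925] times the level. In 870 high-Dcx MGE cells with Mbip against 1350 without, Rprm was at 0.663 [0.617–0.712]. In 584 high-Dcx LGE cells with Ebf1 against 1534 without, Zfp503 was at 2.34 [2.20–2.49], Zfhx3 at 2.51 [2.39–2.63], Pou3f1 at 2.44 [2.34–2.53] and Aldh1a3 at 1.25 [1.14–1.38]. In 104 high-Nestin CGE cells with Igfbp5 against 73 without, Mt3 was at 2.66 [2.24–3.18]. In 116 high-Nestin MGE cells with Wnt7b against 418 without, Bcan was at 3.96 [3.11–5.04]. In 57 such cells with Nkx6-2 against 477 without, Wnt7b was at 0.304 [0.129–0.610], from 8 UMIs. That last value moved most, from -1.64 on the log2 scale to -0.65 with a cutoff of 1.0.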

Values the study reported

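From cells of wild-type and reporter mice together, the study reported 36,428 E12.5 cells that met its quality filters. Its high-Nestin gate held 3036 LGE, 3890 MGE and 2302 CGE cells. Its high-Dcx gate held 3900, 3902 and 4505 cells in that order. For its comparison of cell classes in the eminences it gave 1,083 genes for VZ cells, 330 for mitotic SVZ cells and 1,320 for postmitotic cells, at a log-fold change of at least 0.25.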

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

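The look at haemoglobin in the CTX barcodes with few genes, the split of those barcodes by their haemoglobin share, and the tests on Xist and Y shares per cell and on a difference of Xist level alone were chosen only after the result was seen. The results below come from barcodes that the filters removed and from genes that were not eligible for the lists by ratio, and each signal lay above the limit that a count of 0 allows.

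Barcodes with 1500 or fewer genes made up 40.4% of the CTX barcodes, against 22.6% in LGE, 14.3% in MGE and 16.3% in CGE, and they held 9.45% of the CTX UMIs. Their median depth in CTX was 954 UMIs. Their summed profile, with haemoglobin and mitochondrial genes left out, lay at a distance of 0.189 from that of the kept CTX cells, where random splits of the kept cells into equal parts gave 0.0755, a ratio of 2.5. Their mitochondrial share was 2.86% against 1.67% in the kept cells. Droplets that held free RNA alone would carry the profile of the pooled cells, damaged or small cells could carry a profile of their own, and the profile of empty droplets was not used here. The ratio was also above 1 in the other libraries, at 2.69 in LGE, 2.62 in MGE and 1.88 in CGE, where such barcodes were fewer. Free RNA, damaged cells and small cells cannot be told apart here, because a mixture of them may give the same ratio. The labels and the methods of the study also differ on whether the wild-type cells were sorted for live cells, so how far dead cells had been removed is not known. No biological explanation was tested, and a difference of cell types or of cell survival between the dissected regions stays open.

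In the same CTX barcodes haemoglobin genes took 27.7% of the UMIs. The kept cells give no contrast to this, because the filter on Hbb genes sets their share. The share in such barcodes was 20.4% in LGE, 29.3% in MGE and 17.6% in CGE, so it is not particular to CTX. Barcodes with at least 50% haemoglobin UMIs numbered 149 in CTX, 57 in LGE, 52 in MGE and 17 in CGE. In CTX they held 99.5% of the haemoglobin UMIs of the low-gene barcodes, and in the remaining ones the share was 0.184%. Free RNA would spread haemoglobin over all of the low-gene barcodes, and this spread was seen for the small remainder alone. Blood cells in the tissue are a candidate source of these barcodes. The comparison of the low-gene profile above, with its ratio of 2.5, left haemoglobin genes out and therefore does not bear on this source.

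Xist, which is transcribed from the inactive X chromosome of female cells, stood at 1158 CPM in CTX, 1684 CPM in LGE, 1234.2 CPM in MGE and 1874 CPM in CGE. The 4 genes of chromosome Y that were counted together stood at 48.9 CPM in CTX, 38.0 CPM in LGE, 91.8 CPM in MGE and 47.1 CPM in CGE. A different mix of female and male embryos in each pool would move them in opposite directions, and they did so in 4 of 6 pairs of libraries. In cells thinned to 3000 UMIs, Xist without a Y UMI was found in 68.2% of CTX, 78.4% of LGE, 55.8% of MGE and 76.2% of CGE cells. A Y UMI without Xist was found in 11.3%, 8.34%, 20.4% and 9.77% of the cells of these libraries in the same order. Both were found in 0.664% of CTX cells, where independent occurrence would give 8.27%, in 0.263% of LGE cells against 6.77%, in 0.796% of MGE cells against 12.01%, and in 0.764% of CGE cells against 8.11%. Each library therefore held cells of both kinds that rarely overlapped. Across libraries these shares moved in opposite directions in 6 of 6 pairs, which is favoured by the fact that few cells held both. The share with a Y UMI and no Xist was 2.45 times as high in MGE, at 20.4% [19.3–21.6], as in LGE, at 8.34% [7.55–9.18], and its intervals lay apart in 4 of 6 pairs. A difference of Xist level alone would leave this share alike, so the values argue against it as the whole cause. The shares are what pools with a different sex mix would give. The summed levels of Xist and of the Y genes rose together from CTX to MGE and from LGE to CGE, which the sex mix alone would not give. The sex mix, with some difference of Xist level between cell types added to it, cannot be told apart from regional differences in the levels of both Xist and the Y genes, because each region had 1 library. The counts of other genes that differ between the sexes were not separated from the comparison of regions.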

How the results depend on the processing

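The alternatives with the same number of cells per library, and with high-Dcx profiles thinned to the total of the high-Nestin profiles, were chosen only after the data had been seen, and the other 26 settings were fixed before. Among the tests across classes, all 225 alternatives for the 15 named genes kept their direction and their side of the threshold. To test chance, the class sums were exchanged among the classes within each library in all 36 ways. Of these, 1 of 36 groupings, the real one, gave as many VZ genes, 1 of 36 as many SVZ genes and 1 of 36 as many MZ genes. The next largest counts in the other groupings were 1029 for VZ, 421 for SVZ and 2295 for MZ. The classes had been gated on expression in the same data, which favours the real grouping, so these counts do not show that the classes are distinct beyond the gates.

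Gates at 1.0 and at 2.0 change by construction which cells pass. At 1.0 the high-Nestin shares were 45.4% (CTX), 30.0% (LGE), 23.3% (MGE) and 13.5% (CGE), and the high-Dcx shares were 32.3% (CTX), 61.2% (LGE), 60.9% (MGE) and 81.0% (CGE). At 2.0 they were 7.63% (CTX), 3.69% (LGE), 4.83% (MGE) and 2.23% (CGE) for Nes and 9.22% (CTX), 23.4% (LGE), 27.2% (MGE) and 51.0% (CGE) for Dcx, so the LGE share of high-Nestin cells lay below the MGE share at that gate and above it at 1.5. The high-Nestin distances at 1.0 were 0.156 (LGE–MGE), 0.191 (LGE–CGE), 0.194 (MGE–CGE), 0.237 (CTX–LGE), 0.254 (CTX–MGE) and 0.272 (CTX–CGE), and those that moved for high-Dcx cells were 0.172 (LGE–MGE), 0.202 (MGE–CGE) and 0.261 (CTX–LGE). At 2.0 they were 0.312 (LGE–MGE), 0.315 (LGE–CGE), 0.309 (MGE–CGE), 0.347 (CTX–LGE), 0.355 (CTX–MGE) and 0.367 (CTX–CGE) for high-Nestin cells and 0.222 (LGE–MGE), 0.249 (LGE–CGE), 0.210 (MGE–CGE), 0.292 (CTX–LGE), 0.302 (CTX–MGE) and 0.315 (CTX–CGE) for high-Dcx cells. The MGE–CGE distance was the lowest at 2.0 for both classes. The UMIs per profile were set anew at each gate from the smallest profile, and random splits were not taken there. Distances at different gates therefore carry different counting noise. Lineage shares that moved at 1.0 were for Gad2 or Dlx5 4.17% (CTX), 92.3% (LGE) and 89.96% (MGE), for Lhx6 4.85% (LGE), and for Lhx6 with Sst or Npy 3.46% (LGE) and 22.2% (MGE). At 2.0 they were for Neurod6 or Neurod2 87.3% (CTX) and 1.60% (LGE), for Gad2 or Dlx5 11.1% (CTX), 92.9% (MGE) and 88.3% (CGE), for Lhx6 6.67% (CTX) and 9.14% (LGE), and for Lhx6 with Sst or Npy 5.08% (CTX), 6.50% (LGE) and 28.7% (MGE). The count of SVZ genes was 1068 at 2.0 against 1607 at 1.5.

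Thinning every cell to 3000 UMIs lowers the depth by construction. Few UMIs per cell leave few steps that a gate can meet, and they leave fewer UMIs per summed profile. The high-Nestin shares became 16.1% (CTX), 9.24% (LGE), 8.17% (MGE) and 4.30% (CGE), and the high-Dcx shares 13.9% (CTX), 31.2% (LGE), 34.5% (MGE) and 55.7% (CGE). Distances rose to 0.362 (LGE–MGE), 0.389 (LGE–CGE), 0.373 (MGE–CGE), 0.420 (CTX–LGE), 0.427 (CTX–MGE) and 0.447 (CTX–CGE) for high-Nestin cells and to 0.252 (LGE–MGE), 0.289 (LGE–CGE), 0.258 (MGE–CGE), 0.3198 (CTX–LGE), 0.330 (CTX–MGE) and 0.347 (CTX–CGE) for high-Dcx cells. Mixing became 0.348 (LGE–MGE), 0.425 (LGE–CGE), 0.510 (MGE–CGE) and 0.0340 (CTX–LGE). The class test called 2182 VZ, 817 SVZ and 2251 MZ genes, against 3491, 1607 and 3558, on 9631 tested genes instead of 11688. For the lineage shares the thinned cells were the reported choice, and cells at their own depth gave for Gad2 or Dlx5 98.3% (LGE), 98.5% (MGE) and 94.1% (CGE), for Lhx6 5.38% (CTX), 8.69% (LGE), 82.2% (MGE) and 26.9% (CGE), for Lhx6 with Sst or Npy 4.51% (CTX), 6.23% (LGE), 37.7% (MGE) and 14.4% (CGE), and for Ebf1 with Mapt and without Sp9 18.0% (LGE) and 5.92% (CGE).

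Without the upper gene limit the high-Nestin shares that moved were 15.3% (LGE), 13.1% (MGE) and 6.97% (CGE), and the high-Dcx shares 44.7% (MGE) and 69.5% (CGE). The distances that moved were 0.165 (LGE–MGE), 0.178 (LGE–CGE), 0.194 (MGE–CGE), 0.226 (CTX–LGE), 0.230 (CTX–MGE) and 0.254 (CTX–CGE) for high-Nestin cells and 0.223 (LGE–CGE), 0.181 (MGE–CGE), 0.291 (CTX–MGE) and 0.276 (CTX–CGE) for high-Dcx cells, and LGE–MGE mixing was 0.203. This setting also changed the UMIs per profile behind the distances, and it reversed a pair of gene ratios. The log2 ratio of Hes5 for CTX over MGE went from 0.10 to -0.16, and that of Nkx6-2 for MGE over LGE in high-Nestin cells went from 0.88 to -0.011. The cause was not tested.

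A minimum of 200 CPM, which by construction leaves out the genes with the most counting error, gave distances of 0.147 (LGE–MGE), 0.160 (LGE–CGE), 0.171 (MGE–CGE), 0.205 (CTX–LGE), 0.196 (CTX–MGE) and 0.227 (CTX–CGE) for high-Nestin cells and 0.176 (LGE–MGE), 0.222 (LGE–CGE), 0.181 (MGE–CGE) and 0.262 (CTX–MGE) for high-Dcx cells. With the mean of CPM per cell they were 0.122 (LGE–MGE), 0.169 (LGE–CGE), 0.170 (MGE–CGE), 0.200 (CTX–LGE), 0.200 (CTX–MGE) and 0.243 (CTX–CGE) for high-Nestin cells and 0.162 (LGE–MGE), 0.212 (LGE–CGE), 0.169 (MGE–CGE), 0.240 (CTX–LGE), 0.259 (CTX–MGE) and 0.276 (CTX–CGE) for high-Dcx cells. Those profiles were not thinned to a common total, which lowers their counting noise by construction, and other causes were not tested. High-Dcx profiles thinned to the high-Nestin total held fewer UMIs by construction and gave 0.25 (LGE–MGE), 0.293 (LGE–CGE), 0.254 (MGE–CGE), 0.331 (CTX–LGE), 0.336 (CTX–MGE) and 0.340 (CTX–CGE). With the same number of cells per library the LGE–MGE high-Dcx distance was 0.192, and the cause was not tested.

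Mixing moved in further settings, for which the cause was not tested. It was 0.235 (LGE–MGE), 0.0337 (CTX–LGE) and 0.0481 (CTX–CGE) with a lower limit of 1000 genes, 0.236 (LGE–MGE) and 0.0428 (CTX–CGE) without doublet removal, and 0.187 (LGE–MGE), 0.420 (MGE–CGE), 0.0200 (CTX–LGE) and 0.00277 (CTX–MGE) without non-neural cells. With 50 neighbours, which by construction reach farther, it was 0.287 (LGE–MGE), 0.329 (LGE–CGE), 0.502 (MGE–CGE), 0.0314 (CTX–LGE), 0.0164 (CTX–MGE) and 0.0520 (CTX–CGE). It was 0.309 (LGE–MGE), 0.380 (LGE–CGE) and 0.501 (MGE–CGE) with 15 components, 0.229 (LGE–MGE) with 1000 variable genes, and 0.186 (LGE–MGE), 0.246 (LGE–CGE) and 0.434 (MGE–CGE) without cell-cycle genes. In each of these settings all CTX pairs stayed below all pairs of eminences, and MGE–CGE stayed the highest. At a Leiden resolution of 2.0, which by construction makes more clusters, 23 of 37 clusters took at least 80% of their cells from 1 library, against 14 of 25.

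The fits that each left out 1 library gave from 2779 to 3143 VZ genes, from 1039 to 1481 SVZ genes and from 2975 to 3210 MZ genes. The lowest SVZ count, 1039 against 1607, was the fit without LGE, which held most of the SVZ-gated cells with 385 against 206 in MGE and 70 in CGE. Fewer sums by construction leave fewer degrees of freedom, and other causes were not tested. Over all settings the counts ranged from 2182 to 4096 for VZ, from 817 to 1886 for SVZ and from 2251 to 4058 for MZ.

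Of 1080 alternatives for the gene ratios 262 moved beyond the counting interval, taken with the same pseudocount, and 2 reversed, where a reversal counts only for a ratio whose interval in the reported setting lay above 1. In high-Nestin cells, Mt3 and Gadd45g, whose intervals included 1, also changed sign for LGE over CGE. The log2 ratio of Mt3 went from 0.10 to -0.23 without the upper gene limit, and that of Gadd45g from 0.064 to -0.41 when thinned, to -0.13 at a gate of 1.0 and to -0.58 at a gate of 2.0. Of 88 alternatives for the gene pairs 17 moved, and 0 reversed among the pairs whose interval left out 1. For mixing 27 of 60 moved, for the distances 36 of 66 in high-Nestin and 36 of 72 in high-Dcx cells, and for the shares 15 of 32 for high-Nestin and 14 of 32 for high-Dcx cells. A moved distance may reflect a change in the UMIs per profile alone. A mitochondrial limit of 10%, DESeq2, RLE factors, no filter on low counts, no library block, any positive log2 fold change and resolution 0.5 left the shares, distances and mixing values that they applied to within their intervals and the counts of genes and clusters within 1.5 times. The pseudocount of 10 CPM applied to the gene ratios alone. The depth of the high-Nestin distances was limited by CGE, since its 177 cells set the 706802 UMIs of every high-Nestin profile.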

Other observations

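The tests on a shift of whole libraries, with the choice of 3 neighbours for the non-neural cells, were chosen only after the result was seen, as were the intervals of the ratios around the steps of the gate, on which the reading of the steps rests, their comparison with the Nes level and the levels of Tfap2d, Otp, Tbr1, Slc17a6 and Gad2 and the genes ranked without CGE in Neurod cells of CGE. The other tests were planned.

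The share of high-Nestin cells fell in every library when cells were thinned to 3000 UMIs, in CTX from 25.5% to 16.1%. A gate on counts per 10000 needs a whole number of UMIs that rises in steps with depth, which could make the share depend on depth. Around the step from 2 to 3 needed UMIs, 27.8% [22.0–34.1] of 227 CTX cells just below it passed, and 18.3% [14.3–22.8] of 339 cells just above it, a ratio of 1.52. The Nes level on the 2 sides was 195 CPM and 209 CPM. The intervals of the shares overlap, while that of the ratio, taken over counting error alone, was 1.052 to 2.19. The ratio at this step was 2.05 [1.34–3.17] in LGE, 1.26 [0.725–2.18] in MGE and 1.49 [0.614–3.66] in CGE. At the step from 1 to 2 needed UMIs it was 2.69 [1.26–6.12] in CTX, 3.32 [1.23–10.4] in LGE, 1.42 [0.265–7.64] in MGE and 3.92 [0.764–25.3] in CGE. At the step from 3 to 4 it was 1.09 [0.872–1.38] in CTX, 1.32 [1.01–1.75] in LGE, 0.835 [0.612–1.14] in MGE and 0.635 [0.348–1.17] in CGE. The Nes level below a step over that above it was 1.49 in CTX, 1.21 in LGE, 0.431 in MGE and 1.57 in CGE at the first of these steps. It was 0.932, 0.925, 0.826 and 0.724 in the same order at the middle one, and 0.893, 0.987, 0.712 and 0.495 at the last. Ratios above 1 are what the steps would give, and the interval lay above 1 for 5 of the 12 ratios, all in CTX and LGE. The ratio of the shares was above that of the Nes levels in 12 of 12, and at the middle step the levels moved the other way, so a difference of Nes level across that step would not give a ratio above 1. The steps are therefore a candidate explanation of part of the fall in CTX and LGE, while the intervals in MGE and CGE include 1 at each step. Apart from these ratios, the step from 1 to 2 needed UMIs lies at 2872 UMIs. Every cell thinned to 3000 UMIs therefore needed 2 UMIs, a level above the 348 CPM of the gate. The gate on thinned cells was thus stricter by construction in every library, MGE and CGE included. How much of the fall this accounts for was not measured. No biological explanation was tested.

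Cells of different libraries were seldom neighbours, with an observed over expected share of neighbours from other libraries of 0.167 over all 12740 cells. A technical shift of each whole library might produce this, since region and library coincide. Such a shift as the whole cause would hold cells of all types apart alike. Among cells with Lhx6 and with Sst or Npy the value was 0.413 with 20 neighbours, and 0.403 with 3. Of these 1272 cells 770 were from MGE, 363 from CGE, 107 from LGE and 32 from CTX, while all cells were drawn equally from each library. Own-library neighbours over all cells were fewer in MGE, at 82.7%, and CGE, at 80.1%, than in CTX, at 98.7%. Part of the contrast with 0.167 may therefore come from this mix. Among 73 non-neural cells, of which 37 were from CTX, 11 from LGE, 20 from MGE and 5 from CGE, it was 0.803 with 20 neighbours and 0.612 with 3, where all cells gave 0.128. The values of the non-neural cells argue against a shift as the whole cause, and those of the Lhx6 cells do so less strongly because of their mix of libraries. A partial shift stays open, because the values of both kinds of cells still lay below 1. In simulated libraries a 2-fold change of 200 genes left mixing at 0.996 for genes drawn at random and 0.989 for those of the highest level. A 4-fold change lowered it to 0.443 and 0.797. A shift of that size in 200 genes was thus not enough for low mixing in that simulation. At 2-fold, 52 of the random genes and 11 of the highest genes were among the variable genes. A small shift of many more genes was not simulated and stays open. The difference between the dissected regions stays open as a biological explanation.

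Lhx6 was found in 3.44% of high-Dcx cells in CTX, 6.27% in LGE and 18.0% in CGE, outside the MGE library. Free RNA would fall on cells with no regard to their other genes. Cells with Lhx6 carried Sst or Npy more often than cells without it, by 29.5 times in CTX, 13.5 times in LGE and 3.42 times in CGE, which argues against free RNA as the whole source. MGE tissue in the other dissections would bring its progenitors too. Nkx2-1 was found in 68.2% of high-Nestin MGE cells, in 0 of 871 such cells in CTX, which allows a share of up to 0.344%, in 0 of 634 in LGE, which allows up to 0.473%, and in 7 of 172 in CGE. The CGE share was 5.96% of that of MGE, while its share of high-Dcx cells with Lhx6 was 28.4% of that of MGE, which argues against whole MGE tissue as the only source. A carry-over of the whole MGE mantle would bring its Lhx8 and Nkx2-1 too. In high-Dcx MGE cells Lhx6, Lhx8 and Nkx2-1 stood at 380.5, 319 and 642.5 CPM. In the same order they stood at 11.8, 0 and 0.148 CPM in CTX and 28.3, 14.5 and 5.20 CPM in LGE. In CGE they stood at 83.8, 4.36 and 42.05 CPM. Both genes were lower relative to Lhx6 in each of these libraries than in MGE, which argues against the whole mantle as the only source. A carry-over of part of the mantle stays open, as does the migration of cells from the MGE, which was not tested.

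Neurod6 or Neurod2 was found in 3.93% of high-Dcx cells of CGE, and tissue like that of the CTX library in the CGE dissection might bring such cells. In 106 CGE cells with a Neurod6 or Neurod2 UMI at their own depth, the levels of 4 other genes highest in CTX were a median of 20.0% of their levels in 743 such CTX cells. These were 56.1% for Emx1, 19.3% for Fezf2, 20.6% for Eomes and 0% for Aldoc. Neurod6 itself stood at 34.0%, Neurod2 at 56.6%, Tbr1 at 103% and Slc17a6 at 246% of the CTX level. Tfap2d stood at 117 CPM and Otp at 22.3 CPM in the CGE cells, and neither had a UMI in the CTX cells. Gad2 stood at 80.9 CPM against 2.32 CPM. The 4 genes had been ranked against CGE among other libraries, which favours a low level there, so their median decides nothing. For 20 genes ranked in high-Dcx cells by their ratio of CTX to LGE and MGE, with no part for CGE, the median level in the CGE cells was 29.1% of that in the CTX cells, and it ranged from 0% to 206%. Fezf2, Eomes and Emx1 were on both lists. Of the 20 genes 11 stood below 33%, among them, named after their values were seen, Nfix at 9.92% of 1643 CPM and Cabp1 at 5.59% of 252 CPM, while 5 stood above 67%. Cells like those of the CTX library would carry all of these genes near the CTX level, so the values argue against them as the whole source. A cluster led by Tfap2d and Otp, with 4 of 5 markers of its glutamatergic neuron list raised, held 123 CGE, 17 LGE, 0 MGE and 0 CTX cells. Cells of this kind were thus present in CGE and not seen in CTX, but how many of the 106 cells lie in it was not counted. A mix of such tissue with other cells, and cells from a part of the pallium that the CTX library did not cover, stay open.

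Genes of neuronal maturation were high in the CGE library. Over Meg3, Ina, Tubb2a, Stmn2, Pcsk1n and Mapt, the median ratio of CGE to the mean of LGE and MGE was 3.39 over all cells, 2.56 in high-Dcx cells and 1.83 in MZ-gated cells, where it ranged from 0.869 for Stmn2 to 2.35 for Pcsk1n. The fall in the ratio with the narrower gate is consistent with a larger number of post-mitotic cells in the CGE library as part of the cause. The genes were listed because of this pattern, and the MZ gate holds neurons of different ages, so a larger post-mitotic share cannot be told apart from later maturation or from a difference of cell type between the regions.

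Of 48 genes from the lists taken from the study, 0 were at least 2-fold higher in MZ than in VZ cells of 1 eminence, with a counting interval above no change, and at least 2-fold lower in another.

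The values below come from wild-type cells alone. The class test called 3491 genes for VZ cells, 1607 for SVZ cells and 3558 for MZ cells. Each count was higher than the value quoted from the study above, but the methods differ, so the counts are not alike. Those here come from edgeR on 9 sums. The study compared cells of both mouse lines and regressed out cell-cycle scores, and the base of its log-fold change was not given in its text. The cells kept from the 4 libraries numbered 16090. This was lower than the value quoted from the study above. Of 12565 kept cells from the eminences, the high-Nestin gate passed 656 in LGE, 534 in MGE and 177 in CGE. These were lower than the values quoted from the study above. The high-Dcx gate passed 2118 in LGE, 2220 in MGE and 2298 in CGE. These were also lower than the values quoted from the study above. The reporter mouse cells counted there were not analysed here.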
